A study of Homo sapiens with 14 samples. Its data were reported in "GRHL3 binding and enhancers rearrange as epidermal keratinocytes transition between functional states" (2017).

How the data were processed

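ChIP-Seq for H3K27ac, H3K4me3 and H3K4me1 was performed in Normal Human Epidermal Keratinocytes (NHEK), primary cells of the skin's outer layer. The cells received a pool of siRNA against GRHL3, a transcription factor of epidermal differentiation, at 30 nM (siGRHL3), or a scramble control. Calcium at 1.8 mM was added 48 hours after transfection to induce differentiation, and the cells were collected 24 hours later. The series holds 14 samples: 12 ChIP libraries, with 2 replicates of each of the 3 marks in each condition, and 2 input samples. Processed values for the input samples were not used here.

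The authors aligned reads with Bowtie, kept uniquely aligned reads and called islands, stretches of enriched 200 bp windows, with SICER in each library against input. Replicates were not pooled before calling. Versions, SICER settings, the genome build and which input served which library are not given in the sources used here. Each deposited list gives the position of an island and, as a ratio, its fold of ChIP over input reads, scaled by 1 constant per library. The list of siGRHL3 H3K4me3 replicate 2 has 8 columns and also holds the authors' ChIP and input read counts per island, with a deposited p-value and a false discovery rate, which was at most 0.0097. Total reads per library are not used here, so no interval for counting error could be given.

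The smallest distance between islands shows how far apart enriched windows were still joined. It was 400 bp in all 4 H3K27ac and all 4 H3K4me3 libraries and in scramble H3K4me1 replicate 2, and 800 bp in the other 3 H3K4me1 libraries. Scramble H3K4me1 replicate 2 was therefore called with a smaller gap than the H3K4me1 libraries it is compared with. This raises its island number, as separate islands in it would have been joined in the others.

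Depth relative to input was read from the folds. In the list with counts, the fold of each island with input reads equals ChIP reads divided by input reads times 1 constant, and the 547 islands with 0 input reads (2.32%) were given 0.25 input reads. Folds therefore move in whole steps that give the ratio of ChIP to input reads of a library. The step was fitted to the folds of islands of at most 600 bp. For the list with counts the fitted ratio was 0.886, and the counts themselves gave 0.886.

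Islands were read on the 200 bp grid with Python 3.11.15 and numpy 2.4.6. For each library the number of islands and the covered length were computed. Replicate overlap is the percent of islands of 1 library that share at least 1 bp with an island of the other replicate. The Jaccard index of 2 libraries is the length covered in both divided by the length covered in either. Typical enhancers (TEs) were defined after the study's methods: H3K27ac islands overlapping an H3K4me1 island and no H3K4me3 island of at least 5-fold, called in each same-numbered set of 3 libraries. The consensus of a condition is the TEs of either replicate overlapped by the other, merged. A TE was lost when it was in the scramble consensus and overlapped nothing in the siGRHL3 consensus, gained in the opposite case, and unchanged when a scramble region overlapped the siGRHL3 consensus.

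The study called super-enhancers with ROSE from reads, which are not used here. In their place H3K27ac islands of a library at most 12.5 kb apart were stitched, ranked by their summed fold and kept from the point where the scaled rank curve has a slope of 1. These regions are called stitched domains, and they were not subtracted from TEs in the main counts. The ranking was to use reads less input or a list's score; since the lists hold a fold, the fold was summed. A summed fold is not a read density, and it gives weight to domains with many short islands.

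Island number and covered length were compared as the log2 ratio of the siGRHL3 mean to the scramble mean, with an exact two-sided permutation test. With 2 libraries against 2 there are 6 assignments, and p cannot go below 0.333. Jaccard indices within and between conditions were compared over the 3 splits of 4 libraries into 2 and 2, which also gives a smallest p of 0.333. These permutation tests therefore cannot reach the usual thresholds of significance. Lost and gained counts were set beside the same counts from the 2 splits that mix the conditions. Simulated lists of 20000 regions with 1500 lost and 2500 gained regions were used to test the overlap steps, which recovered 100% of both. Each region was present in both simulated replicates of its condition. The simulation thus checked the steps themselves, and not how often missed calls give false lost or gained regions. A first form of the step fit returned multiples of the true ratio on simulated folds and was corrected; the values for the 12 libraries were the same before and after.

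The rule for single regions took the 3 gained and 3 lost TEs with the highest H3K27ac fold, as the lower of 2 replicates, among those without an H3K27ac island in either library of the other condition, and the 3 gained and 3 lost stitched domains with the largest summed fold, also as the lower of 2 replicates but without a condition on the libraries of the other condition. The rule also listed genes that the study names, but an annotation of the build of the lists was not used here, and no region is assigned to a gene. Islands reach position 249212600 on chromosome 1, past the end of that chromosome in GRCh38, so the positions belong to another build. Alternatives were fixed before the data were examined, apart from those named as added later. They changed the fold threshold, the number of islands, the overlap, the H3K4me3 rule, the stitching distance and the libraries used.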

Results

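Islands of H3K27ac, H3K4me3 and H3K4me1 in differentiating keratinocytes were compared between siGRHL3 and scramble control cells, to find which enhancers are present with and without GRHL3. H3K27ac marks active enhancers and promoters, H3K4me3 marks promoters, and H3K4me1 marks enhancers whether active or not. The 12 lists hold 1047086 islands, from 23551 to 149772 per library. The ratio of ChIP to input reads, the only measure of depth that the folds give, was 0.681 and 0.871 in scramble H3K27ac replicates 1 and 2, and 0.879 and 0.708 in siGRHL3 H3K27ac replicates 1 and 2. It ranged from 0.886 to 1.12 for H3K4me3 and from 1.09 to 1.54 for H3K4me1.

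Scramble cells had 130765 ± 22312 H3K27ac islands (SD, n = 2) and siGRHL3 cells had 139944 ± 13898 (SD, n = 2). The log2 ratio was 0.10, less than the spread between replicates (exact permutation test, two-sided, p = 0.667). The replicates of a condition differed more than the conditions did: scramble replicate 1 had 146542 islands with a median length of 1000 bp, and replicate 2 had 114988 with a median of 1600 bp. H3K27ac islands covered 204.1 ± 19.35 Mb in scramble and 241.1 ± 28.85 Mb in siGRHL3 cells (SD, n = 2). This log2 ratio of 0.24 had the smallest p that this test allows (exact permutation test, two-sided, p = 0.333). The sign of the H3K27ac number ratio changed when either scramble replicate 2 (-0.07) or siGRHL3 replicate 2 (-0.01) was left out.

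H3K4me3 islands were fewer in siGRHL3 cells, 24266 ± 1011 against 26373 ± 1187 (SD, n = 2), a log2 ratio of -0.12 (exact permutation test, two-sided, p = 0.333). They covered 43.71 ± 0.3435 Mb in siGRHL3 cells and 52.61 ± 1.252 Mb in scramble cells (SD, n = 2). The log2 ratio of -0.27 was larger than the spread between replicates and kept its sign under every alternative tried, between -0.15 and -0.29. The exact permutation p was again 0.333, the smallest this test allows. Folds were higher in siGRHL3 H3K4me3 libraries, with medians of 43 and 48.4 in replicates 1 and 2, against 31 and 24.2 in scramble. Islands of at least 5-fold made up 90.8% and 93.1% of the siGRHL3 lists and 84.6% and 80.4% of the scramble lists. Weak islands were thus a larger part of the scramble lists. A difference in enrichment between libraries and less H3K4me3 on knockdown cannot be told apart here.

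H3K4me1 islands numbered 111167 ± 10802 in scramble and 91028 ± 5045 in siGRHL3 cells (SD, n = 2), a log2 ratio of -0.29 (exact permutation test, two-sided, p = 0.333). Scramble replicate 2 had been called with a smaller gap, and with islands at most 600 bp apart merged in all 4 libraries the ratio was -0.18. The covered length differed by less than the spread between replicates, at 208.6 ± 28.98 Mb in scramble and 203.7 ± 8.077 Mb in siGRHL3 cells (SD, n = 2; exact permutation test, two-sided, p = 1).

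**Figure D1:**
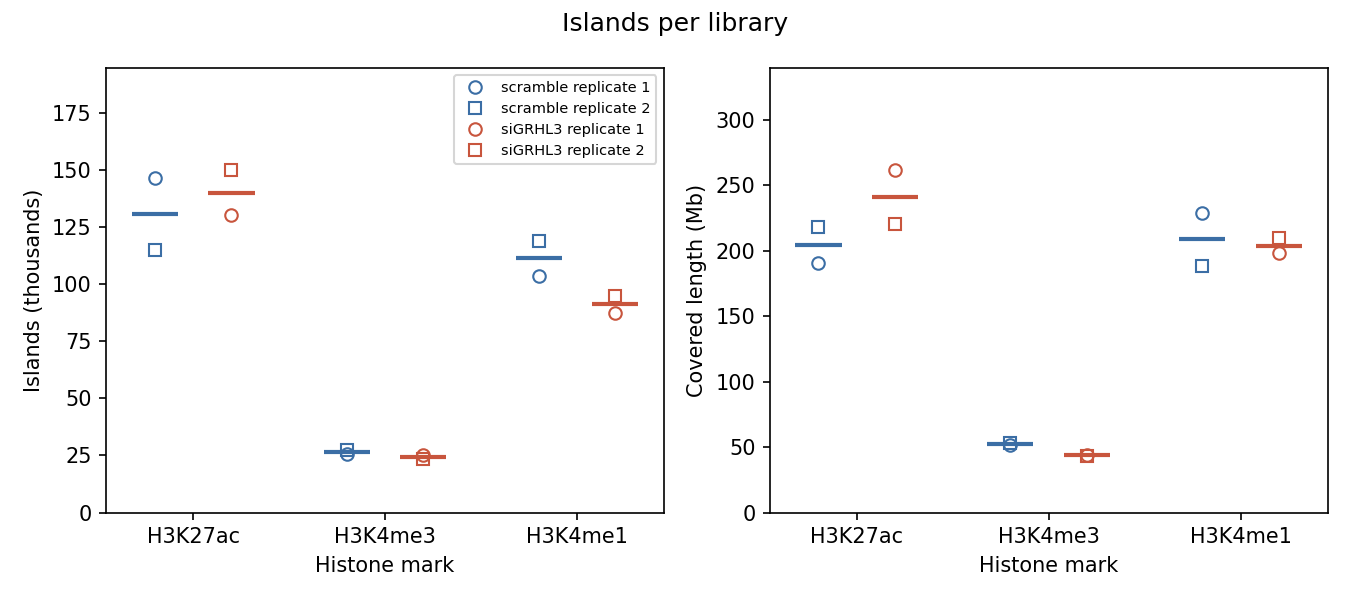
Number of islands in units of 1000 (left) and covered length in Mb (right) of each library, by histone mark. Circles are replicate 1, squares are replicate 2, and horizontal bars are the means of 2 libraries. For H3K4me3 covered length both siGRHL3 libraries lie below both scramble libraries, while the H3K27ac replicates of a condition lie far apart in number.

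Replicate overlap was 66.9% ± 4.88 for H3K27ac, 88.7% ± 6.08 for H3K4me3 and 90.5% ± 4.41 for H3K4me1 (SD over 4 libraries, n = 4). The values are each replicate pair read in both directions, so they are not 4 independent units. With only islands at or above the median fold of their list the H3K27ac overlap was 51.7%. The lists were also compared by the Jaccard index, to ask whether libraries of 1 condition are more alike than libraries of different conditions. For H3K27ac the mean index was 0.423 within and 0.418 between conditions, a difference of 0.005. The scramble replicates, at 0.377, were the least alike of the 6 H3K27ac pairs, and the siGRHL3 replicates, at 0.469, the most alike. For H3K4me3 the means were 0.716 within and 0.683 between conditions, with the scramble pair at 0.633 below all 4 pairs between conditions and the siGRHL3 pair at 0.799 above them. For H3K4me1 they were 0.705 and 0.683. In each mark the exact permutation p over the 3 splits was 0.333. The H3K27ac and H3K4me3 differences rested on the siGRHL3 pair: without siGRHL3 replicate 1 they were -0.039 and -0.050, and without siGRHL3 replicate 2 they were -0.042 and -0.051. The H3K4me1 difference was -0.009 without siGRHL3 replicate 1. The H3K27ac difference was larger, 0.070, among islands at or above the median fold of their list: the scramble pair had an index of 0.299 and the siGRHL3 pair 0.36, and the 4 pairs between conditions lay between 0.237 and 0.287. Selecting islands at or above the median length, a choice added after the data were seen, gave an H3K27ac difference of 0.003.

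**Figure D2:**
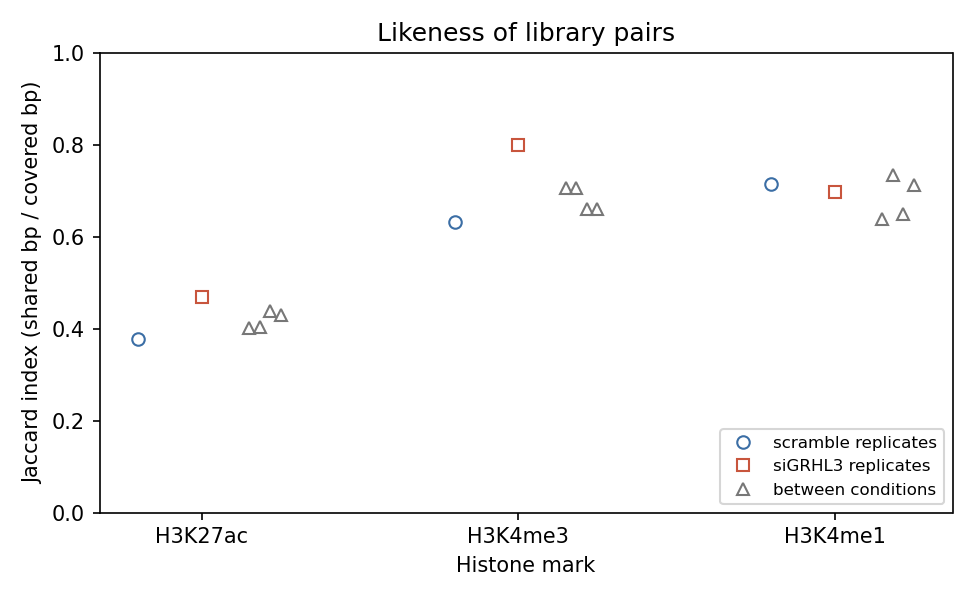
Jaccard index (length covered in both libraries divided by length covered in either, y axis) of each pair of libraries, by histone mark. Circles are the 2 scramble replicates, squares the 2 siGRHL3 replicates and triangles the 4 pairs between conditions. The scramble pair lies below the pairs between conditions for H3K27ac (0.377) and H3K4me3 (0.633).

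To find enhancers that depend on GRHL3, TEs were called in each set of 3 libraries. Scramble sets held 38248 ± 318 TEs and siGRHL3 sets 40098 ± 2817 (SD, n = 2). The overlap of replicates left 20392 TEs in scramble cells, with a median length of 2.2 kb, and 22866 in siGRHL3 cells, with a median length of 2.4 kb. On knockdown 6645 TEs were lost, 32.6% of those in scramble cells, and 9147 were gained, 40% of those in siGRHL3 cells. Another 13747 were unchanged. Lost TEs had a median length of 1.6 kb, gained TEs 2 kb and unchanged TEs 2.6 kb.

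These counts were compared with the splits of the same 4 sets that mix the conditions. Replicate 1 of both conditions against replicate 2 of both gave 6548 TEs on the first side only and 8964 on the second side only. Scramble replicate 1 with siGRHL3 replicate 2 against the remaining sets gave 7511 and 7591. The sum of lost and gained TEs was 15792 for the conditions, against 15512 and 15102 for the mixed splits. The number of TEs that differ between siGRHL3 and scramble cells thus exceeded the number that differ between mixed pairs of sets by a few percent of itself, with the mixed splits at 98.2% and 95.6% of it. Among islands at or above the median fold of their list the excess was larger: 4758 TEs were lost and 4289 gained, a sum of 9047, against 6624 for the split by replicate number and 6285 for the crossed split. For islands at or above the median length the sum was 8658 for the conditions, and 8127 and 8759 for the mixed splits. The splits of these selected islands were added after the data were seen. Leaving out 1 library, so that a single list stood for its condition, raised the count on that side by construction. Without scramble replicate 1, 18739 TEs were lost and 5551 gained. Without scramble replicate 2, 17576 were lost and 20897 unchanged. Without siGRHL3 replicate 1, 3976 were lost and 22090 gained, and without siGRHL3 replicate 2, 20136 were gained.

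A stricter definition required that no H3K27ac island lie at the TE in either library of the other condition. It left 1409 lost and 1211 gained TEs. The split by replicate number gave more such TEs than the conditions did, 2922 against 2620, and the crossed split gave fewer, 2319.

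**Figure D3:**
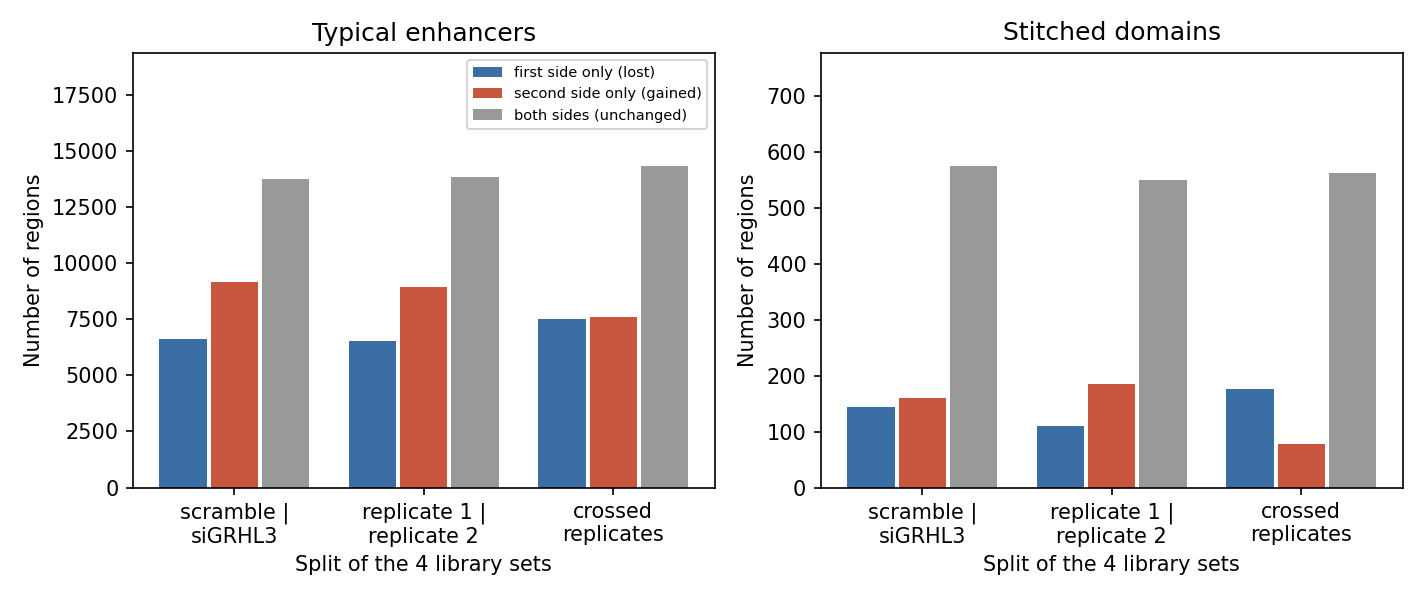
Number of TEs (left) and stitched domains (right) found on the first side only, the second side only and both sides of each split of the 4 library sets into 2 and 2. The first split is scramble against siGRHL3, and the others mix the conditions. The sum of one-sided TEs is 15792 for the conditions and 15512 and 15102 for the mixed splits.

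The study reported H3K4me1 at most lost or gained TEs in progenitor and differentiating keratinocytes. It proposes that GRHL3 acts on regulatory regions that are already defined. The marks in the libraries of the other condition were therefore read at these TEs. Of the 9147 gained TEs, 94.5% carried an H3K4me1 island in at least 1 scramble library and 84% in both. Of the 6645 lost TEs, 98.7% carried one in at least 1 siGRHL3 library and 93.1% in both. Per library, the shares were 89.6% and 88.9% of gained TEs and 96.4% and 95.4% of lost TEs. Of all siGRHL3 H3K4me1 islands, 93.3% to 95.5% met an island of a given scramble library. Of all scramble ones, 76.8% to 88.6% met an island of a given siGRHL3 library. Gained TEs thus had H3K4me1 no more often than H3K4me1 islands in general, and lost TEs more often, though TEs and islands differ in kind. H3K27ac islands were also frequent at lost and gained TEs: 86.8% of gained TEs had one in at least 1 scramble library, and 78.8% of lost TEs had one in at least 1 siGRHL3 library. In both libraries of the other condition the shares were 40.4% and 29.7%. Per library, H3K27ac was found at 63.6% ± 5.24 of gained TEs in scramble and at 54.3% ± 8.94 of lost TEs in siGRHL3 (SD, n = 2). Of all siGRHL3 H3K27ac islands, 60.8% to 65.5% met an island of a given scramble library. Of all scramble ones, 67% to 73.1% met an island of a given siGRHL3 library. H3K4me3 islands of any fold lay at 17.9% of gained TEs in scramble, against 19.5% of unchanged TEs in the same libraries, and at 14.7% of lost TEs in siGRHL3, against 8.77% of unchanged TEs. Unchanged TEs were called in both conditions without an H3K4me3 island of at least 5-fold. Lost and gained TEs have no such limit in the other condition. The higher share at lost TEs can follow from this definition, so no change of H3K4me3 is read from it.

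By the rule fixed beforehand, the gained TEs with the highest H3K27ac fold in both replicates lay on chromosome 9 from 109667401 to 109668600 (137-fold and 136-fold over input in siGRHL3 replicates 1 and 2), on chromosome X from 70842401 to 70844000 (118-fold and 102-fold) and on chromosome 10 from 122237201 to 122237800 (100-fold and 130-fold). The lost TEs lay on chromosome 17 from 48967601 to 48968400 (94-fold and 91.8-fold in scramble replicates 1 and 2), on chromosome 1 from 214600001 to 214600600 (88.1-fold and 87.2-fold) and on chromosome 7 from 4228801 to 4229400 (82.2-fold and 96.4-fold). All 6 had H3K4me1 islands in both libraries of the other condition. The genome build of these positions was not given in the sources used here. All 12 of these folds fall on the steps of islands without input reads, to which 0.25 reads are assigned, so the rule picked regions with no input reads and the folds have no measured denominator.

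Stitched H3K27ac domains stood in for super-enhancers. Scramble libraries had 1200 ± 130 domains and siGRHL3 libraries 1074 ± 177 (SD, n = 2). In the consensus of replicates, 721 scramble and 707 siGRHL3 domains remained, with median lengths of 210 kb and 239 kb. On knockdown 145 domains were lost, 160 were gained and 576 were unchanged. The sum of 305 lost and gained domains compared with 295 for the split by replicate number and 255 for the crossed split. As a share of all domains of a split, these were 34.6%, 34.9% and 31.2%. Restricted to islands at or above the median fold, 143 domains were lost and 380 gained, a sum of 523 against 388 and 381, and with absence from both libraries of the other condition the sum was 110, against 94 and 58. Ranking by summed fold times island length, an alternative added after the data were seen, gave 44 lost and 196 gained domains, and the mixed splits then gave sums of 189 and 179 against 240 (24.8% and 23.9% of the domains against 29.5%). With the same number of islands per library the order turned round, with 248 lost and 87 gained, as it did among islands at or above the median length, with 182 lost and 111 gained. Lost domains numbered 510, 346 and 77 without scramble replicate 1, scramble replicate 2 and siGRHL3 replicate 1, and gained domains numbered 95, 477 and 314 without scramble replicate 2, siGRHL3 replicate 1 and siGRHL3 replicate 2. Of the gained domains, 130 (81.2%) overlapped a TE of the scramble consensus, and 105 (65.6%) overlapped a domain of 1 or both scramble libraries. Of the lost domains, 139 (95.9%) overlapped a TE of the siGRHL3 consensus, and 90 (62.1%) overlapped a domain of 1 or both siGRHL3 libraries.

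The gained domains with the largest summed fold lay on chromosome 16 from 49429801 to 49971400 (summed folds of 826.5 and 605.8 in siGRHL3 replicates 1 and 2), on chromosome 7 from 158030401 to 158400800 (537.4 and 528.6) and on chromosome 2 from 236401001 to 236882600 (572.4 and 441.8). Each of these overlapped a domain in 1 of the scramble libraries. The lost domains lay on chromosome X from 153278201 to 153298000 (404.2 and 629.1 in scramble replicates 1 and 2), on chromosome 16 from 68650601 to 68880000 (632.2 and 371.3) and on chromosome 6 from 12008601 to 12045600 (365.9 and 419.5). The domain on chromosome 16 overlapped a domain in 1 siGRHL3 library, and the other two overlapped none.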

Values the study reported

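The study reported that replicates of a condition shared about 70% of their peaks for H3K27ac, 84% for H3K4me1 and 81% for H3K4me3. It reported about 3,000 TEs lost and 4,000 TEs gained after knockdown of GRHL3. Of super-enhancers, it reported 4 lost and 58 gained.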

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

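Of 247 values under alternatives, 153 kept their direction or stayed within the limit set for them, 84 moved and 10 changed sign. Of the 153, 5 are fixed by construction, which leaves 148, and the ratios with a replicate block lie near the main ones by construction too. Merging H3K4me1 islands, selecting islands by length, the other rankings of domains, and all alternatives for the shares of TEs with a mark except an island in both libraries were chosen after seeing the data. Keeping the same number of islands per library makes the ratio of island number 0 by construction, and no value is given for it. No permutation test crossed a threshold, since the smallest p that these tests allow is 0.333. The causes of the moves below were not tested unless the construction shows them.

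The H3K27ac number ratio lay between -0.07 and 0.28 when 1 library was left out, and so changed sign. The H3K4me1 covered length ratio lay between -0.17 and 0.11 without 1 library, with 0.01 without siGRHL3 replicate 1, and was 0.14 with the same number of islands per library. The within minus between Jaccard differences without 1 library ranged from -0.042 to 0.067 for H3K27ac, from -0.051 to 0.138 for H3K4me3 and from -0.009 to 0.071 for H3K4me1. Among islands at or above the median fold the H3K27ac difference was 0.070, against 0.005 with all islands and 0.003 at or above the median length. The other ratios kept their sign.

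H3K27ac replicate overlap was 51.7% among islands at or above the median fold, 61.9% with equal island numbers and 57.5% when 50% of an island had to be overlapped. H3K4me1 replicate overlap was 78.2% at or above the median fold and 85.7% with 50% overlap.

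Leaving out 1 library leaves a condition with a single list and no replicate filter, which raises the count on that side by construction. Lost TEs then ranged from 3976 to 18739, gained TEs from 5551 to 22090 and unchanged TEs from 15640 to 20897. Lost domains ranged from 77 to 510 and gained domains from 95 to 477. At or above the median fold there were 4758 lost, 4289 gained and 2866 unchanged TEs, so that lost TEs outnumbered gained ones, and 143 lost, 380 gained and 237 unchanged domains. At or above the median length there were 3671 lost, 4987 gained and 6692 unchanged TEs, and 182 lost and 111 gained domains. With equal island numbers there were 7996 unchanged TEs, 248 lost and 87 gained domains. Requiring absence from both libraries of the other condition left 1409 lost and 1211 gained TEs, and 55 lost and 55 gained domains. Subtracting stitched domains, as the study did with super-enhancers, gave 4878 lost, 5498 gained and 4265 unchanged TEs. Without the H3K4me3 rule there were 30324 unchanged TEs. Stitching at most 5 kb apart gave 419 lost and 507 gained domains, and 25 kb gave 36 lost and 348 unchanged. The same number of top domains per library gave 85 lost. Ranking by fold times length gave 44 lost domains, and ranking by covered length 96.

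The shares of TEs with a mark moved by more than 1 SD under most alternatives. At or above the median fold, H3K27ac, H3K4me3 and H3K4me1 lay at 68.5%, 13.8% and 96.3% of gained TEs and at 56.7%, 4.06% and 96.2% of lost TEs. With equal island numbers H3K4me3 and H3K4me1 lay at 15.5% and 89.8% of gained TEs, and H3K4me1 at 99.6% of lost TEs. In both libraries the shares were 40.4%, 4.62% and 84% of gained and 29.7%, 7.45% and 93.1% of lost TEs. Leaving out 1 library, they ranged from 38.3% to 79.4% (H3K27ac), 10.7% to 15.2% (H3K4me3) and 82.1% to 89.6% (H3K4me1) of gained TEs, and from 25.9% to 66.3%, 10.6% to 14% and 91.9% to 95.9% of lost TEs.

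Replicate numbers are shared between the conditions, and a replicate block was therefore tried. The deviations of same-numbered libraries did not go together (correlations across regions of -0.010, 0.014 and -0.083 for H3K27ac, H3K4me3 and H3K4me1), so no pairing was seen. These correlations do not exclude that same-numbered libraries were prepared together. With the replicate block the number ratios were 0.10, -0.12 and -0.29 and the length ratios 0.24, -0.27 and -0.03. A TE had to be lost or gained in both pairs, which left 2152 lost, 2947 gained and 13241 unchanged TEs, and 58 lost, 63 gained and 559 unchanged domains.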

Other observations

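The tests of library splits, those of islands selected by fold included, of the H3K4me1 gap, of read ratio and of the highest folds were chosen after the results were seen; the tests of domain balance and chromosome ends were written before. The prediction for shared input reads was written before its values were seen, but after the pattern it addresses and with a selection by length that was added after the data were seen. The test of missed calls was written before, and was divided by the number of libraries with H3K27ac after its result was seen.

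The number of lost TEs here was 6645 and of gained TEs 9147. Both are higher than the values quoted from the study above. The study subtracted super-enhancers from TEs. With stitched domains subtracted, the numbers here were 4878 lost and 5498 gained, and unchanged TEs fell from 13747 to 4265. Lost TEs then outnumbered unchanged ones. The stitched domains had median lengths of 210 kb in scramble and 239 kb in siGRHL3 cells, so subtracting them takes out wide regions. Without subtraction, 67.4% of the TEs in scramble cells were unchanged. The study reported that the majority of TEs did not respond to GRHL3 levels. The main count goes the same way, and the count after subtraction does not. The number of lost domains here was 145 and of gained domains 160. Both are higher than the super-enhancer values quoted from the study above. The stitched domains are built from island folds rather than reads, so these counts and those from ROSE have different definitions.

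The conditions gave the largest sum of lost and gained regions in 1 of the 3 splits for TEs and in 1 of 3 for stitched domains, meaning that only the real split reached it. With 3 splits chance cannot be excluded, and for TEs the mixed splits reached 98.2% and 95.6% of the real sum. As a share of all domains of a split, the one-sided domains were no more frequent for the conditions (34.6%) than for the split by replicate number (34.9%). They were more frequent for the conditions when domains were ranked by fold times length, 29.5% against 24.8% and 23.9%, and when absence from both libraries of the other condition was required, 16% against 14.6% and 9.34%. For TEs with no H3K27ac island in either library of the other condition, 2 of the 3 splits gave at least as many: the split by replicate number gave 2922, above the 2620 of the conditions, while the crossed split gave 2319. An effect of GRHL3 and chance differences between libraries cannot be told apart with 2 libraries per condition.

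The conditions stood out more among islands at or above the median fold, with 9047 lost and gained TEs against 6624 and 6285 for the mixed splits, and with an H3K27ac difference in Jaccard index of 0.070. Only 1 of the 3 splits, the real one, reached this sum, and chance stays open with 3 splits. Another explanation is technical. Fold is divided by input reads, so libraries of a condition that share an input may share high folds where that input has no reads. In that case the selection of islands by length would not favour the conditions, and short H3K4me1 islands would lie on the step without input reads more often where a short H3K27ac island of the same condition does. The sum for islands selected by length was 8658 for the conditions, not above the larger of the mixed splits, 8759. For stitched domains it was 293 for the conditions, above 260 and 249. The difference in Jaccard index by length was 0.003 for H3K27ac, 0.011 for H3K4me1 and 0.047 for H3K4me3. Only for H3K4me3 was it above the value with all islands. The excess on the step was 10.8 percentage points on average over 8 pairs of libraries of the same condition (range -6.56 to 23.3). Over 8 pairs of different conditions it was 12.6 points (range -16.6 to 34). It depended on the condition of the H3K27ac library. For scramble H3K27ac it was 16.1 to 23.3 points with H3K4me1 of the same condition and 13.3 to 34 with the other. For siGRHL3 H3K27ac these ranges were -6.56 to 10.6 and -16.6 to 8.86. Same and different conditions overlapped in both. A shared input may also raise the likeness of high folds within a condition in the other marks. There the difference in Jaccard index hardly moved: 0.035 against 0.032 with all islands for H3K4me3, and 0.025 against 0.022 for H3K4me1. The pairs behind the H3K4me3 value did move. The scramble pair rose from 0.633, below all 4 pairs between conditions, to 0.776, above them (0.73 to 0.775). The siGRHL3 pair was at 0.799 with all islands and at 0.801 with high folds. The selection by length goes with shared input reads for TEs and for H3K27ac likeness, but not for domains or H3K4me3 likeness. The average over the steps does not go with them, nor does H3K4me1 at high folds, while the H3K4me3 pairs are mixed. Which input served which library is not stated. Shared input reads and an effect of GRHL3 on enhancers with a high fold cannot be told apart here.

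Another explanation is that TEs called lost or gained had a missed call in the other condition rather than being absent from it. Of all lost and gained TEs, 47.5% had an H3K27ac island in exactly 1 library of the other condition, 35.9% in both and 16.6% in neither. Where both libraries had an island no H3K27ac call was missed, and other steps made the region lost or gained. Of these 5666 TEs, 45.4% met an H3K4me3 island of at least 5-fold in a library without a TE. In 45.6% the H3K27ac island itself met no H3K4me1 island in such a library, though H3K4me1 may lie elsewhere at the TE. A further 9.02% had TEs in both libraries that did not overlap each other. Of the TEs with H3K27ac in at most 1 library, 74.1% had it in 1. Their folds were lower within their own lists: the median percentile was 41.5 and 45.8 for lost TEs against 48.1 and 49.9 for unchanged TEs in scramble replicates 1 and 2, and 41.5 and 41 for gained TEs against 49.6 and 49.5 in siGRHL3 replicates 1 and 2. These values go with missed calls, but lost TEs that weaken and gained TEs that strengthen on knockdown would give them too. For this part, missed calls and true changes cannot be told apart here.

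Scramble H3K4me1 replicate 2 had 118805 islands against 103529 in replicate 1, and the lists show that it was called with a smaller gap. With islands at most 600 bp apart merged, it had 102126 and replicate 1 had 103529, so the smaller gap may account for the difference between these replicates. It does not account for all of the difference between conditions: after merging, the log2 ratio was -0.18, with 102828 ± 992 islands in scramble and 91028 ± 5045 in siGRHL3 cells (SD, n = 2), and both scramble libraries stayed above both siGRHL3 libraries. Depth and a response to knockdown stay open for the rest. The merge left the lost and gained TE counts at 6645 and 9147.

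Gained domains outnumbered lost ones by a ratio of 1.1, with 160 against 145. The mixed splits were less balanced. The split by replicate number had 110 and 185 domains on its sides, and the crossed split had 177 and 78. With this ranking, larger imbalances than that of the conditions thus arise between libraries of mixed condition. A longer H3K27ac coverage in siGRHL3 libraries may favour gained domains, in which case equal list sizes would bring the ratio to 1. With equal island numbers the ratio was 0.351, and with equal numbers of top domains it was 2.19. Equal island numbers left the log2 ratio of covered length at 0.16, against 0.24 before, so coverage was not made equal and whether it favours gained domains stays open. The ratio of gained to lost domains was 4.45 when ranked by fold times length and 1.23 when ranked by covered length. Gained domains were thus more frequent with each ranking, and islands at or above the median fold gave 143 lost and 380 gained. With fold times length there were 44 lost and 196 gained, and the mixed splits gave 92 and 97, and 135 and 44. At or above the median fold the mixed splits gave 246 and 142, and 229 and 152. In both settings the conditions were less balanced than both mixed splits, but with 3 splits chance stays open. Equal island numbers reversed the balance, as did the selection of islands at or above the median length, with 182 lost and 111 gained. With that selection the mixed splits gave 123 and 137, and 189 and 60, so the crossed split was the least balanced.

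TEs within 5 Mb of the ends of a chromosome made up 16.2% of gained, 12.9% of lost and 17.5% of unchanged TEs. The difference between gained and lost TEs was 3.34 percentage points. The mixed splits differed by 2.55 and 0.66 points, so a difference of nearly this size may arise between libraries of mixed condition, and a regional effect of knockdown cannot be told apart from it.

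The scramble H3K27ac replicates were the least alike pair of 6. If depth relative to input were the cause, pairs with close read ratios would be the most alike. The 2 pairs with the closest ratios had a mean Jaccard index of 0.421, and the other 4 pairs had a mean of 0.42. The scramble and siGRHL3 pairs had similar gaps in read ratio (0.355 and 0.311 on the log2 scale) and lay at the opposite ends of likeness, so the relation was not seen. The lowest indices all came from scramble replicate 1, at 0.377 with scramble replicate 2 and 0.401 and 0.403 with siGRHL3 replicates 1 and 2. Low likeness thus went with 1 library. Island number did go with read ratio: scramble replicate 1 and siGRHL3 replicate 2 had the lower ratios and more islands (146542 and 149772, against 114988 and 130117). With 4 libraries depth is still not excluded, since the read ratio also moves with the depth of the input. No biological explanation was tested.

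In all 12 libraries most of the highest folds of short islands fall on the steps of islands without input reads. Of the 200 highest folds among islands of at most 600 bp, from 89% to 100% per library fell on the steps for 0.25 input reads, against 1.44% to 3.72% by chance; the step was fitted to folds of the same islands. In the list with counts the median fold was 131 for islands with 0 input reads and 46.7 for the others. Ranking single islands by fold in these lists favours places where the input has no reads.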
